A study of Mus musculus with 18 samples.

How the data were processed

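Total RNA libraries were made from 18 mouse C57BL/6 cultures: WT splenocytes, WT B cells and triple mutant (Ifih1, Ddx58, Cgas) B cells, cultured for 48 h with DMSO or with GSK343 at 0.5 uM. Groups, replicate numbers, dose and time were taken from the labels, which give 3 replicates per group and do not say whether these came from separate animals or cultures. P-values therefore measure the spread between these samples, which may be technical in part; it is not technical alone, since sex-linked transcripts differ between replicates of every group. The labels carry one culture text for all samples, with B cell purification by magnetic beads and interleukin 4, and the splenocyte samples are labelled as spleen cells after red cell lysis; both are taken as written.

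Each of the 18 libraries had a deposited table of raw whole-number counts per Ensembl gene, tab-separated with no header. It ends in 5 lines that name no gene, of the kind htseq-count writes, kept out of library sizes and tests. Of reads assigned to a gene, to several genes or to none, reads outside annotated exons were 38.3% to 53.5% and ambiguous reads 2.49% to 4.26%; reads with several alignments were 5.08% to 8.80% of all reads in the table. Each library also had a deposited table of estimated counts per repeat subfamily with its class and family, which the authors gave as whole numbers, and the layout and name are those of a tool that shares a read with several alignments out over subfamilies. The 6 WT B cell libraries had a further deposited table of raw read counts per repeat name, simple repeats included, made with featureCounts from an alignment file, per the file headers. The aligner, versions, genome build, annotation, strand setting and treatment of reads with several alignments are not given in the sources used here. Without strand, reads of a gene and an overlapping antisense gene cannot be told apart, and counts of close relatives (Ifi209, Ifi203, Ifi27l2a, Slfn5, Slfn8, Oas1b, Gbp3, Ms4a4b, Ighg1 and repeats of 1 family) are uncertain.

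Of 55487 gene identifiers 55394 matched an entry of the mouse reference annotation by the identifier without its version and took its symbol and chromosome, and 93 did not match and were kept under their identifier. No coordinates are given, since the build behind the counts is not known. The repeat tables held 1230 subfamilies, and the further one held 4261 features. Replicates of a group differed by more than sampling noise: the lowest chi-square per gene between 2 libraries was 3.07, so none was counted as a repeat of another.

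Tests used edgeR 4.0.16 in R 4.3.3 on the deposited counts: filterByExpr, TMM factors, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjusted p under 0.05 as a call. The 6 splenocyte libraries were fitted together, as were the 12 B cell libraries with terms for each group, from which came the drug effect in each genotype, the mutant against WT difference in each treatment and the interaction of treatment and genotype. A fit of the 6 splenocyte and 6 WT B cell libraries gave the interaction of treatment and population. Repeat subfamilies were tested by the same method, without simple, low complexity and RNA repeats, with effective library sizes from the gene table. The further table was scaled by TMM within itself. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with adjusted p over the lists, and again with an estimated correlation. Of the lists with a call at the preset correlation in a drug effect, only B cell activation in WT B cells, and Polycomb targets, B cell activation and dendritic cells in the mutant, kept it with an estimated correlation. A list needed 3 tested members.

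The groups, the designs, the 27 gene lists and 56 tested repeats, the rule for named genes and most of the other settings were fixed before the data were examined. The rule took, per comparison, up to 8 higher and 8 lower called genes with the largest fold change, a mean log2 CPM of at least 3 and no overlap between groups, leaving out predicted genes, pseudogenes, receptor gene segments, mitochondrial, small RNA and ribosomal protein genes. It added up to 4 members with the smallest p of each list with a call and of the interferon-stimulated and inflammatory lists, the mutated genes and Ezh2, and up to 5 repeats in each direction besides any member of the fixed repeat list. Ahr target genes, Cd3e and sex transcripts were added after the data were seen. In splenocytes, where no gene was called without the block, named genes come from the fit with the block, and those of the genotype interaction from the fit with the mutant pairs as a block. The mutant's Clec7a and C1qa come from the macrophage list.

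Alternatives were DESeq2 1.42.0 with its own size factors, edgeR with RLE factors or library totals alone, removal of immunoglobulin, T cell receptor and ribosomal RNA genes, no expression filter or a filter of 1 CPM in 3 libraries, a minimum change of 1 on the log2 scale, all 18 libraries in one fit, only the 6 libraries compared, other scalings of the repeat tables, the replicate number as a block, and leaving out each library in turn. After the data were seen, the share of reads outside exons was added as a covariate, pairs of libraries were left out, and the interactions were fitted with the pairs of the mutant or the splenocyte libraries alone as a block, or with WT pairs crossed between replicates 2 and 3. Whether replicate numbers pair the samples was checked by the correlation of same-numbered libraries' deviations from their group means, over genes. It was 0.70, 0.82 and 0.88 in splenocytes and 0.72, 0.68 and 0.83 in mutant B cells, so the pairing there comes from the data, the labels giving only the numbers. In these 2 populations the blocked result stands beside the main one where it changes a call.

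Of the tests 5 were run on simulated counts with 200 changed genes, or subfamilies, with 67, 67 and 66 tested at 1.5-, 2- and 3-fold. They recovered 20.9%, 71.6% and 90.9% for splenocytes, and 88.1%, 100% and 100% there with the block. They recovered 77.6%, 91.0% and 100% for GSK343 in WT B cells, 43.3%, 80.6% and 92.4% for the genotype interaction, and 94.0%, 98.5% and 100% for repeats in WT B cells. Among the calls 6.87%, 9.00%, 6.28%, 7.69% and 3.47% were false, in that order. The rates are not split by expression, so give none for genes near 1 CPM, and the block's do not test the pairing. Figures were drawn with Python 3.11.15. Left untested were type I and II interferon genes throughout, neutrophil genes in B cells (2 tested) and sex-linked genes in splenocytes (1 tested).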

Results

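RNA was sequenced from C57BL/6 mouse immune cells cultured for 48 h with the solvent DMSO or with 0.5 uM GSK343. GSK343 is a small molecule inhibitor of EZH2, the catalytic subunit of Polycomb repressive complex 2, which places a repressive mark on histone H3. The 18 libraries formed 6 groups of 3: wild-type (WT) splenocytes, WT B cells, and B cells of a triple mutant for Ifih1, Ddx58 and Cgas, each with DMSO or GSK343. The mutated genes encode the cytosolic RNA sensors MDA5 and RIG-I and the cytosolic DNA sensor cGAS. The series set out to learn whether these sensors are needed when inflammatory genes rise after EZH2 inhibition, and how coding and repeat RNA respond in each genotype. Gene counts ranged from 9.43 M to 15.4 M per library, and counts over repeat subfamilies from 5.88 M to 8.92 M. A further repeat table covered the 6 WT B cell libraries, with 5.12 M to 6.53 M counts each. Values below are means ± SD of CPM (read counts scaled to library size) over 3 libraries, and fold changes and list medians are on the log2 scale. Tests of lists, given beside their medians, are camera's.

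The mutated genes came first, since they check the labels. Ifih1 (ENSMUSG00000026896.14, chromosome 2) had 7.58 ± 1.31 CPM in DMSO-treated WT B cells and 2.72 ± 0.930 CPM in mutant ones, and with GSK343 10.0 ± 1.52 and 3.33 ± 0.675 CPM. Its difference between mutant and WT was -1.47 (SE 0.25, adjusted p = 0.0017) with DMSO and -1.58 (SE 0.240, adjusted p = 6.4e-04) with GSK343. Ddx58 (ENSMUSG00000040296.15, chromosome 4) had 103 ± 2.38 CPM in WT and 59.7 ± 2.14 CPM in mutant DMSO cells, and 90.2 ± 1.88 and 46.1 ± 6.31 CPM with GSK343. The mutant was lower for Ddx58 in both, with log2 differences of -0.77 (SE 0.0809, adjusted p = 1.3e-05) and -0.97 (SE 0.0820, adjusted p = 1.0e-06). Cgas (ENSMUSG00000032344.17, chromosome 9) was near the limit of detection in B cells, at 1.15 ± 0.361 CPM in WT and 1.24 ± 0.270 CPM in mutant DMSO cells. Its genotype difference was 0.11 (SE 0.352, adjusted p = 0.91) with DMSO and -0.65 (SE 0.360, adjusted p = 0.35) with GSK343, so the Cgas label could not be checked from its RNA at this depth. Counts over a whole gene do not show whether a transcript is functional.

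**Figure D1:**
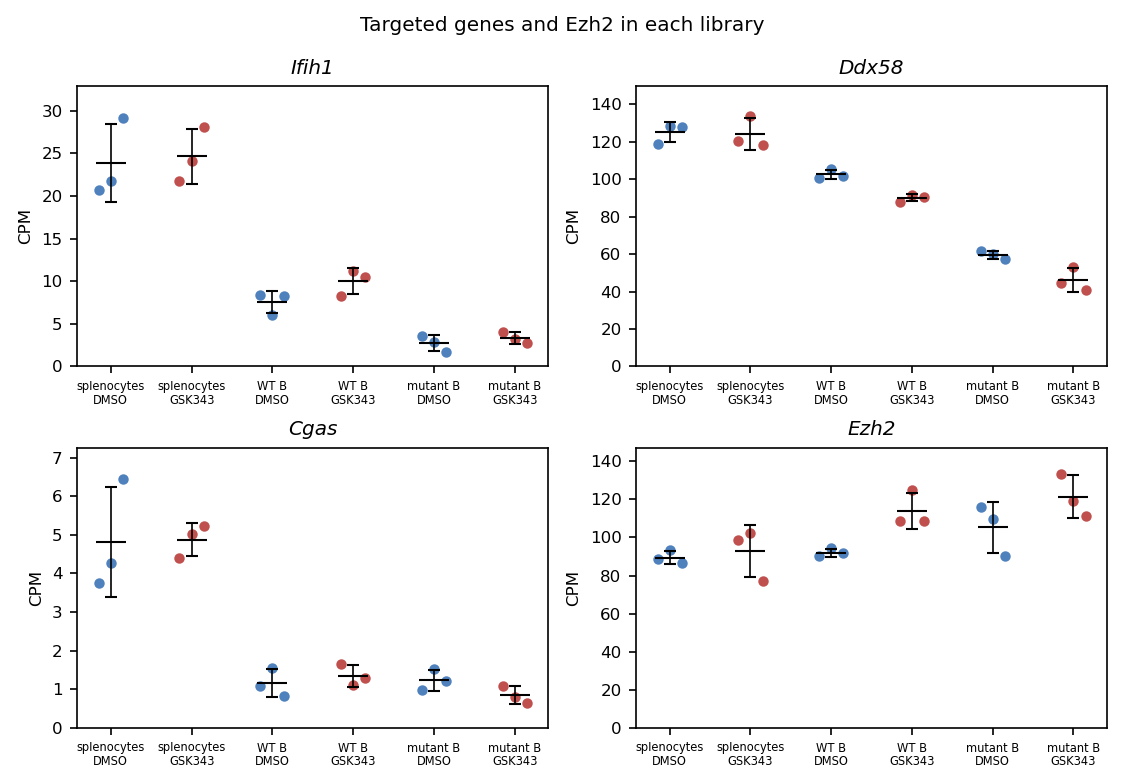
CPM of Ifih1, Ddx58, Cgas and Ezh2 (vertical axes) in each library of the 6 groups, DMSO in blue and GSK343 in red, with the mean and SD in black. Mutant B cell libraries had lower Ifih1 and Ddx58 than WT B cell libraries, while Cgas was near 1 CPM in both.

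Ezh2 (ENSMUSG00000029687.16), which encodes the drug's target, rose with GSK343 in WT B cells by 0.32 (SE 0.0920, adjusted p = 0.035), from 92.0 ± 2.08 to 114 ± 9.42 CPM. In mutant B cells its change was 0.21 (SE 0.0914, adjusted p = 0.31), and with the replicate number as a block 0.22 (SE 0.0506, adjusted p = 0.0052). The libraries also differed in RNA composition. Reads outside annotated exons made up 51.2% ± 1.36 of counted reads in DMSO-treated WT B cells and 41.1% ± 2.78 in GSK343-treated ones. That share was 49.4% ± 5.66 and 46.4% ± 5.66 in mutant B cells, where both replicate 3 libraries were low at 42.9% (DMSO) and 39.9% (GSK343).

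The first comparison asked what GSK343 did in WT B cells. Ifih1 and Cgas had changes of 0.41 (SE 0.223, adjusted p = 0.23) and 0.23 (SE 0.348, adjusted p = 0.69). Id2, an inhibitor of E-protein transcription factors, rose by 1.37 (SE 0.237, adjusted p = 0.0032), from 7.07 ± 3.05 to 18.2 ± 3.81 CPM. Ahrr and Cyp1a1, both classical targets of the aryl hydrocarbon receptor, rose by 1.20 (SE 0.160, adjusted p = 6.9e-04) and 1.38 (SE 0.365, adjusted p = 0.033). Rgs10 rose from 9.37 ± 1.17 to 21.7 ± 4.21 CPM, and Tbc1d4, Serpinb9, Pdgfa and the constant region gene Ighg1 rose by 1.33, 1.03, 0.99 and 0.98. With the share outside exons as a covariate, added after the data were seen, 17 of 64 genes named here or below lost their call. Id2 (1.26, adjusted p = 0.0503), Cyp1a1 (0.46, adjusted p = 0.46) and Tbc1d4 (0.72, adjusted p = 0.38) did not pass, and Ifih1 did (0.99, adjusted p = 0.025). That share was lower in all GSK343 than in all DMSO WT libraries. A gene or list call changed by it, here or below, therefore does not show a technical cause. Lifr fell by 1.28 (SE 0.185, adjusted p = 0.0031). The calcium channel gene Cacna1i fell by 1.04 (SE 0.101, adjusted p = 9.1e-05), and Rapgef4, an exchange factor activated by cyclic AMP, fell by 1.11 (SE 0.123, adjusted p = 1.7e-04). Hsd11b1, Angptl1, Lrrn3 and Spns2 fell as well, with log2 changes of -1.07, -1.0, -1.0 and -0.99.

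**Figure D2:**
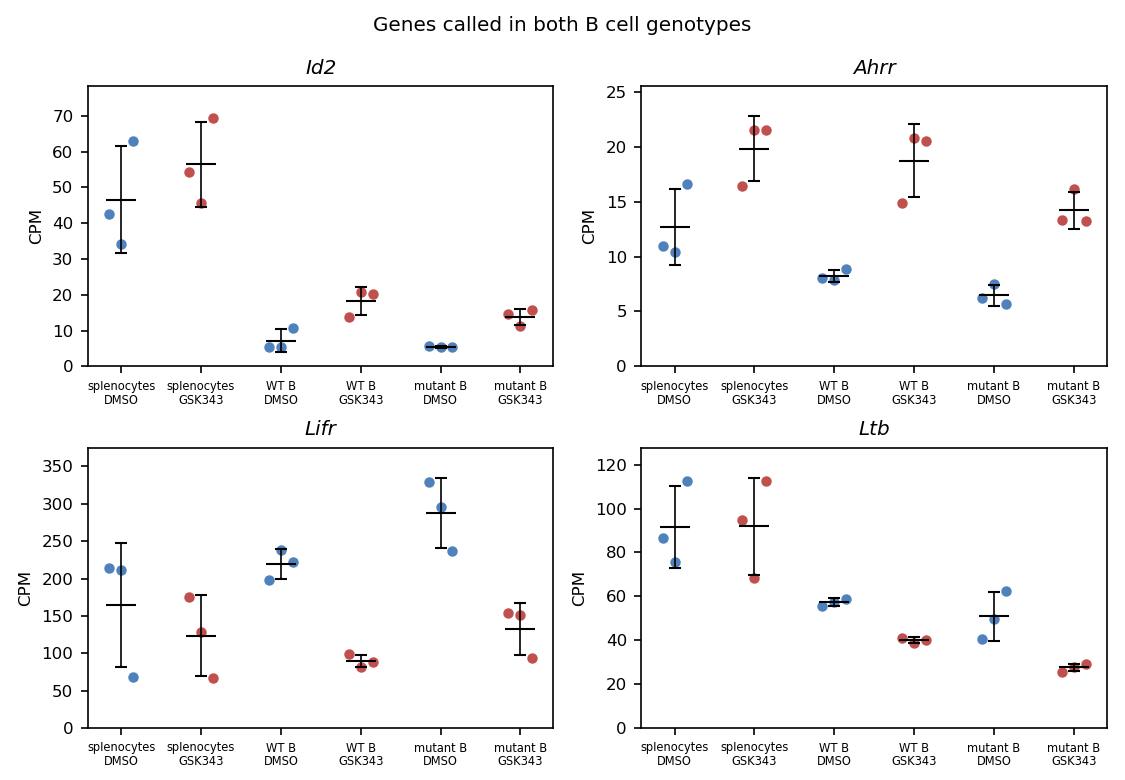
CPM of Id2, Ahrr, Lifr and Ltb (vertical axes) in each library of the 6 groups, DMSO in blue and GSK343 in red, with the mean and SD in black. In both B cell genotypes Id2 and Ahrr were higher and Lifr and Ltb lower with GSK343.

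Among gene lists fixed in advance, inflammatory cytokines and chemokines were higher in GSK343-treated WT B cells. Of 24 measured members 6 rose, 1 fell and 17 did not pass, and 11 passed when adjusted over the list alone, below written as over the list alone (median 0.51, adjusted p = 1.1e-04, or adjusted p = 0.13 with an estimated correlation). With crossed WT pairs as a block, described below, 3 rose, 1 fell and 11 passed over the list alone. Macrophage and monocyte genes stood higher in the same libraries (median 0.80, adjusted p = 2.6e-04, or adjusted p = 0.37 with an estimated correlation). Csf1, which encodes a macrophage growth factor, rose by 0.69 (SE 0.135, adjusted p = 0.0060). Tnfsf14, which encodes the cytokine LIGHT, rose by 0.95 (SE 0.198, adjusted p = 0.0080). Ccl4, a chemokine gene, rose by 1.49 (SE 0.332, adjusted p = 0.012) but from a low level (2.27 ± 0.822 to 6.39 ± 0.907 CPM), and Ltb, which encodes lymphotoxin beta, fell by 0.51 (SE 0.116, adjusted p = 0.014). NF-kB feedback and target genes had 9 members that rose, among them Traf1 (log2 0.71) and the inhibitor genes Nfkbia (0.44) and Nfkbie (0.43), with 1 that fell and 26 not passing. In that list 12 passed over the list alone (median 0.21, adjusted p = 2.9e-05, or adjusted p = 0.074 with an estimated correlation).

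Interferon-stimulated genes did not pass as a list in WT B cells. Of 79 tested, none rose, 5 fell and 74 did not pass, and 5 passed over the list alone (median -9.3e-04, adjusted p = 0.88, or adjusted p = 0.96 with an estimated correlation). The Schlafen gene Slfn5 fell by 0.74 (SE 0.127, adjusted p = 0.0028), and the nuclear body gene Sp100 fell by 0.31 (SE 0.0580, adjusted p = 0.0048). Ifi209 and Helz2 fell too, with log2 changes of -0.28 and -0.24. Ifi27l2a, named after its values were seen, had 0.51 (SE 0.169, adjusted p = 0.071), and rose with crossed WT pairs as a block (0.49, adjusted p = 0.0099) and by DESeq2 (0.50, adjusted p = 0.024). The median of this list ran from -0.0411 without GSK343 replicate 3 to 0.0819 without DMSO replicate 3 in leave-one-out fits, none of them called. Of the 18 type I and II interferon genes only 1 passed the expression filter in B cells, so that list was not tested.

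Cell cycle genes rose together in WT B cells. Of 44 members 28 rose, none fell and 16 did not pass, with 35 passing over the list alone (median 0.38, adjusted p = 8.8e-20, or adjusted p = 0.084 with an estimated correlation). Foxm1, a mitotic transcription factor, rose by 0.48 (SE 0.0709, adjusted p = 0.0012), Birc5, which encodes survivin, rose by 0.71 (SE 0.108, adjusted p = 0.0013), and Hmmr and Mcm3 rose by 0.56 and 0.34. Of 33 B cell activation and germinal centre genes 14 rose, 1 fell and 18 did not pass, with 16 passing over the list alone (median 0.35, adjusted p = 1.1e-06, or adjusted p = 0.043 with an estimated correlation). The adhesion receptor gene Cd44 rose by 0.50 (SE 0.0583, adjusted p = 2.6e-04), and the transcription factor genes Myc, Egr1 and Bhlhe40 rose by 0.58, 0.61 and 0.60. Among 23 B cell identity genes 1 rose, 6 fell and 16 did not pass, with 9 passing over the list alone (median -0.044, adjusted p = 0.041, or adjusted p = 0.60 with an estimated correlation). Bank1, a scaffold of B cell receptor signalling, fell by 0.62 (SE 0.0636, adjusted p = 9.1e-05), from 640 ± 24.7 to 417 ± 20.4 CPM. Ralgps2, the complement receptor gene Cr2 and Ebf1, a transcription factor of the B lineage, fell with log2 changes of -0.44, -0.40 and -0.31.

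Of 25 genes of cholesterol synthesis and uptake 11 rose in WT B cells and none fell, and 16 passed over the list alone (median 0.28, adjusted p = 3.5e-07, or adjusted p = 0.13 with an estimated correlation). Hmgcs1 and Idi1, both enzymes of the mevalonate pathway, rose by 0.35 (SE 0.0601, adjusted p = 0.0026) and 0.66 (SE 0.134, adjusted p = 0.0068). Of 27 integrated stress and unfolded protein response genes 10 rose and none fell, with 14 over the list alone (median 0.32, adjusted p = 1.3e-07, or adjusted p = 0.074 with an estimated correlation). Ddit4, a stress-induced inhibitor of mTOR, rose by 0.93 (SE 0.123, adjusted p = 6.6e-04), and Xbp1, Psat1 and Hsp90b1 rose by 0.46, 0.43 and 0.27. Of 22 immediate early and dissociation genes 6 rose and none fell, with 6 over the list alone (median 0.38, adjusted p = 5.1e-05, or adjusted p = 0.25 with an estimated correlation), and Junb rose by 0.51. Antigen presentation had 6 of 31 genes higher and 1 lower, with 13 over the list alone (median 0.16, adjusted p = 0.0014, or adjusted p = 0.53 with an estimated correlation). The proteasome genes Psme1, Psme2 and Psmb9 rose by 0.45, 0.40 and 0.31, while Ciita, the activator of MHC class II genes, changed by -0.27.

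Markers of other cell types moved in the WT B cell cultures too. Cd3e, a T cell receptor component, had no count in any WT B cell library, against 69.9 to 90.8 CPM in splenocyte libraries. Of 17 T cell genes 3 rose and 1 fell, with 7 over the list alone (median 0.50, adjusted p = 0.027, or adjusted p = 0.17 with an estimated correlation). Tcf7, Ccl5 and Lck rose by 1.33, 1.34 and 0.49, the first from 3.37 ± 0.625 to 8.48 ± 3.30 CPM, and the adhesion gene Cd2 changed by -0.46. Of 17 macrophage and monocyte genes none passed, also over the list alone. Of 13 dendritic cell genes 2 rose, Flt3 by 1.32 (SE 0.292, adjusted p = 0.011) and Sirpa by 0.71, with 4 over the list alone (median 0.38, adjusted p = 2.6e-04, or adjusted p = 0.084 with an estimated correlation).

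Across all 16195 genes tested in B cells, edgeR's quasi-likelihood test called 960 higher and 801 lower with GSK343 in WT B cells at an adjusted p under 0.05, and 186 of these 1761 changed by at least 1 on the log2 scale. Without TMM factors 701 were called higher and 1021 lower, so 40.7% of calls were higher against 54.5% with them. The count was 682, 912 or 649 without DMSO replicate 1, 2 or 3, and 908 or 530 without GSK343 replicate 1 or 3.

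In mutant B cells the same comparison was made. Ifih1 and Cgas had changes of 0.31 (SE 0.267, adjusted p = 0.71) and -0.53 (SE 0.364, adjusted p = 0.60). Ddx58 fell with GSK343 in the mutant by 0.36 (SE 0.0825, adjusted p = 0.033), and its change in WT B cells was -0.17 (SE 0.0796, adjusted p = 0.17). Id2 rose by 1.35 (SE 0.244, adjusted p = 0.011), from 5.38 ± 0.234 to 13.8 ± 2.22 CPM, and Ahrr rose by 1.14 (SE 0.165, adjusted p = 0.0025). Ahr, the aryl hydrocarbon receptor gene itself, rose by 0.89 (SE 0.0832, adjusted p = 1.1e-04), from 34.7 ± 2.95 to 64.4 ± 1.33 CPM. Cish, an inhibitor of cytokine signalling, rose by 1.24 (SE 0.236, adjusted p = 0.017), and Fabp5, the receptor kinase gene Axl, Lztfl1 and Akap1 rose by 1.07, 1.04, 0.90 and 0.87. Fcgrt, which encodes the neonatal Fc receptor, fell by 1.26 (SE 0.246, adjusted p = 0.015). Lifr, Cacna1i and Rapgef4 fell with log2 changes of -1.11, -0.97 and -0.96, and Icosl, which encodes the ICOS ligand, with -0.89 (SE 0.133, adjusted p = 0.0050).

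Inflammatory genes stood higher as a list in the mutant, although few passed singly. Of 24 members 1 rose, Csf1 by 0.71 (SE 0.137, adjusted p = 0.014), and 1 fell, Ltb with -0.87 (SE 0.119, adjusted p = 0.0015), while 22 did not pass. Adjusted over the list alone 3 passed (median 0.31, adjusted p = 9.0e-04, or adjusted p = 0.14 with an estimated correlation). Macrophage genes had a median of 1.18 in the same libraries (adjusted p = 4.7e-10, or adjusted p = 0.14 with an estimated correlation). The inflammatory list's median was 0.18 without GSK343 replicate 1 and 0.59 without DMSO replicate 1. Of 36 NF-kB genes 3 rose, among them Traf1 (0.43) and the survival gene Bcl2l1 (0.49), and 1 fell, Birc3 (-0.31), with 6 over the list alone (median 0.14, adjusted p = 0.0023, or adjusted p = 0.091 with an estimated correlation). Interferon-stimulated genes were lower in the mutant with GSK343: none rose, 5 of 79 fell and 74 did not pass, with 10 over the list alone (median -0.15, adjusted p = 2.5e-06, or adjusted p = 0.25 with an estimated correlation). Ifi209 fell by 0.45 (SE 0.0572, adjusted p = 8.9e-04), and Sp100, Slfn5 and Slfn8 fell with log2 changes of -0.34, -0.71 and -0.57. This list's median was -0.0975 without DMSO replicate 1 and -0.0676 without GSK343 replicate 3, and it was called in both fits.

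Cell cycle genes rose in the mutant as well, with 10 of 44 called higher, none lower and 36 passing over the list alone (median 0.31, adjusted p = 9.3e-26, or adjusted p = 0.055 with an estimated correlation). Ccna2, which encodes a cyclin of DNA replication, rose by 0.44 (SE 0.0792, adjusted p = 0.010), and Plk1, Rrm2 and Mcm3 rose by 0.47, 0.37 and 0.28. Of 33 activation genes 8 rose and 1 fell, with 15 over the list alone (median 0.21, adjusted p = 2.1e-05, or adjusted p = 0.046 with an estimated correlation). Cd44 and Egr3 rose by 0.39 and 0.45. Of 23 B cell identity genes none rose and 6 fell, with 9 over the list alone (median -0.17, adjusted p = 6.7e-10, or adjusted p = 0.15 with an estimated correlation). Bank1 fell by 0.48 (SE 0.0634, adjusted p = 0.0012), and Cd22, an inhibitory co-receptor, fell by 0.46 (SE 0.0760, adjusted p = 0.0063). Of 11 classical Polycomb target genes that passed the expression filter 2 rose, Wnt10a by 0.43 (SE 0.0805, adjusted p = 0.013) and Cdkn2c, an inhibitor of cyclin-dependent kinases, by 0.55 (SE 0.109, adjusted p = 0.016), with 3 over the list alone (median 0.49, adjusted p = 9.0e-04, or adjusted p = 0.046 with an estimated correlation). In WT B cells this list had 2 of 11 genes higher (median 0.44, adjusted p = 0.087, or adjusted p = 0.21 with an estimated correlation).

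Stress, cholesterol and myeloid lists were higher in the mutant too. Of 27 stress response genes 2 rose, with 7 over the list alone (median 0.19, adjusted p = 9.2e-07, or adjusted p = 0.067 with an estimated correlation). Cholesterol genes had no call singly, with 0 over the list alone (median 0.12, adjusted p = 0.0056, or adjusted p = 0.35 with an estimated correlation), and immediate early genes had 1, with 5 over the list alone (median 0.23, adjusted p = 0.0031, or adjusted p = 0.35 with an estimated correlation). Macrophage genes, given above, had none of 17 called singly and 4 over the list alone. C1qa, a complement gene of macrophages, went from 2.43 ± 0.964 to 7.07 ± 2.68 CPM, a log2 change of 1.55 (SE 0.399, adjusted p = 0.074), and Clec7a, a fungal recognition receptor of myeloid cells, went from 3.31 ± 2.00 to 11.4 ± 4.79 CPM, a log2 change of 1.80 (SE 0.488, adjusted p = 0.097). Of 13 dendritic cell genes 1 rose, with 6 over the list alone (median 0.50, adjusted p = 1.1e-05, or adjusted p = 0.046 with an estimated correlation). Of 17 T cell genes 1 fell and none rose, with 7 over the list alone (median 0.34, adjusted p = 0.0060, or adjusted p = 0.090 with an estimated correlation).

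The quasi-likelihood test called 136 genes higher and 142 lower with GSK343 in mutant B cells. The count was 127 without DMSO replicate 2 and 112 without GSK343 replicate 1, and DESeq2 called 561. Of 38 named calls 28 were lost with only these 6 libraries and 35 with all 18 in one fit. Same-numbered libraries deviated together here, and with the replicate number as a block 1065 genes were higher and 863 lower. With the block 17 interferon-stimulated genes fell and none rose, 18 over the list alone (adjusted p = 9.3e-07, or adjusted p = 0.15 with an estimated correlation). With it 6 inflammatory genes rose and 1 fell, and 36 cell cycle and 13 macrophage genes rose, among them C1qa (adjusted p = 1.5e-05) and Clec7a (adjusted p = 4.3e-07). The blocked fit called 10 NF-kB genes higher and 2 lower, 15 activation genes higher and 3 lower, and 11 B cell identity genes lower and 1 higher. With an estimated correlation the blocked fit lost the calls of Polycomb target (adjusted p = 0.087), activation and dendritic cell genes (both adjusted p = 0.071).

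**Figure D3:**
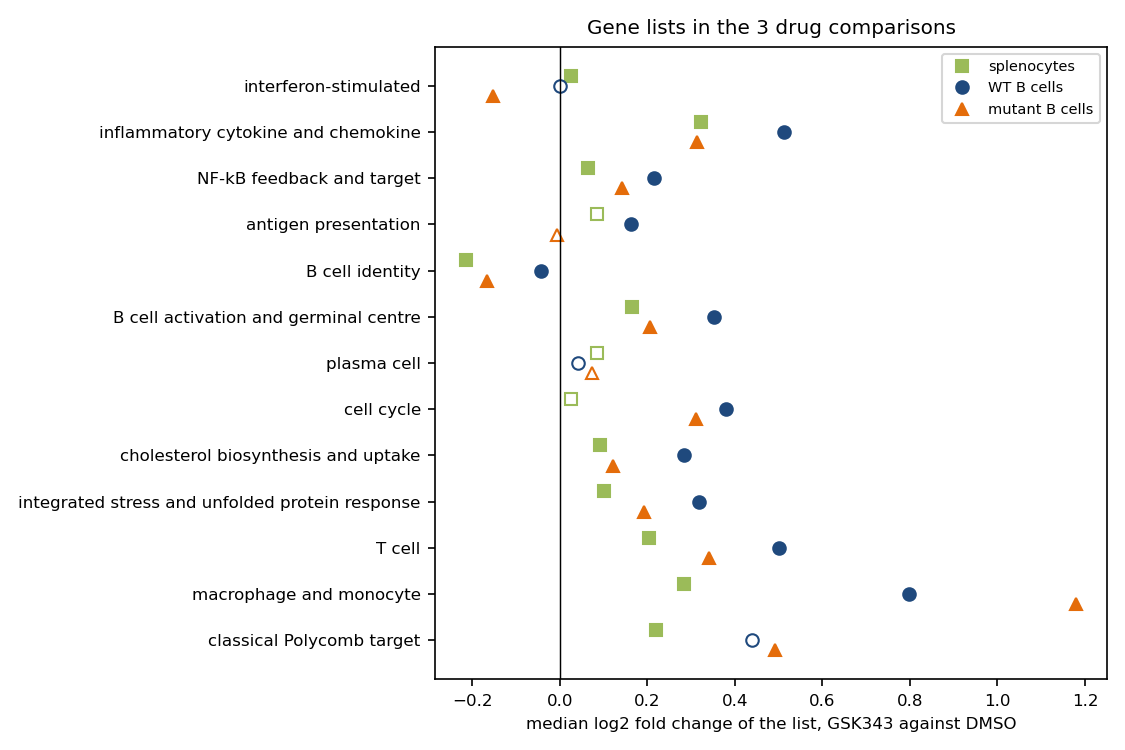
Median log2 change with GSK343 (horizontal axis) of 13 gene lists (vertical axis) in splenocytes (green squares), WT B cells (blue circles) and mutant B cells (orange triangles), filled where camera's adjusted p with its preset correlation was under 0.05. Cell cycle genes were filled in both B cell genotypes and open in splenocytes.

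The drug's effects in the 2 genotypes overlapped. Of 960 genes called higher in WT and 136 in mutant B cells 127 were shared, against 8.06 expected from independent lists, and of 801 and 142 called lower 124 were shared, against 7.02 expected. No gene was called in opposite directions, and the comparisons share no library. Tiparp, a target of the aryl hydrocarbon receptor, was among the shared genes, with log2 changes of 0.72 in WT and 0.68 in mutant cells.

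**Figure D4:**
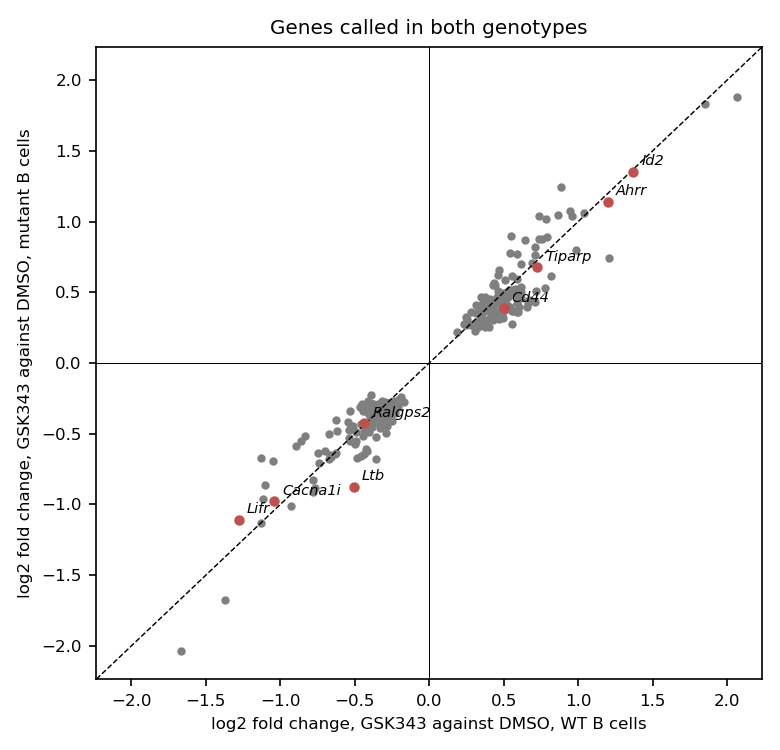
Log2 change with GSK343 in WT B cells (horizontal axis) and in mutant B cells (vertical axis) of the 251 genes called in both, one point per gene, with a dashed line where the changes are equal. All 251 points lie in the quadrants of equal sign, 127 higher and 124 lower in both.

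The central comparison asked whether the effect of GSK343 differed between mutant and WT B cells. Of the mutated genes Ifih1 differed by -0.11 (SE 0.351, adjusted p = 1.0), Ddx58 by -0.19 (SE 0.115, adjusted p = 0.98) and Cgas by -0.76 (SE 0.503, adjusted p = 0.98), and Ezh2 by -0.11 (SE 0.130, adjusted p = 0.99). Interferon-stimulated genes responded lower in the mutant as a list, with no member called among 79, also over the list alone (median -0.15, adjusted p = 1.5e-05, or adjusted p = 0.65 with an estimated correlation). That median was -0.0968 without WT DMSO replicate 1 and -0.0918 without WT GSK343 replicate 3. Inflammatory genes had a median difference of -0.15, which did not pass (adjusted p = 0.074, or adjusted p = 0.65 with an estimated correlation), and none of 24 was called, also over the list alone. This list passed in 5 of 12 leave-one-out fits: without WT DMSO replicate 3 (-0.19), WT GSK343 replicate 1 (-0.23), mutant DMSO replicate 2 (-0.23), mutant DMSO replicate 3 (-0.16) and mutant GSK343 replicate 1 (-0.19). Its median was -0.0264 without mutant DMSO replicate 1 and -0.0391 without mutant GSK343 replicate 2, and neither was called.

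Antigen presentation genes also responded lower in the mutant (median -0.17, adjusted p = 1.5e-05), as did cholesterol genes (-0.14, adjusted p = 4.3e-05), of which 2 passed over the list alone. B cell identity (-0.13, adjusted p = 0.0060), NF-kB (-0.10, adjusted p = 0.019) and immediate early genes (-0.17, adjusted p = 0.022) differed the same way. Activation (-0.14, adjusted p = 0.030), nucleic acid sensing (-0.095, adjusted p = 0.031), stress response (-0.11, adjusted p = 0.031) and cell cycle genes (-0.068, adjusted p = 0.0498) followed. None of these lists passed with an estimated correlation, with an adjusted p from 0.43 to 0.80, and none of the others had a member that passed over the list alone. For single genes the quasi-likelihood test of the interaction called 0 of 16195, with 748 at an unadjusted p under 0.05 and a lowest adjusted p of 0.977, and DESeq2 called 0 with 680 unadjusted.

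Same-numbered libraries deviated together in the mutant, and in WT cells for replicate 1 alone, so the interaction was also fitted with the mutant pairs alone as a block, a choice made after the data were seen, as were the fits below. That fit called 48 genes higher and 3 lower in the mutant's response, 13 of the 51 protein-coding. Lrrn3 differed by 0.75 (SE 0.155, adjusted p = 0.038), Gsdme, which encodes a gasdermin, by 0.60 (SE 0.112, adjusted p = 0.020), the histone gene Hist1h2be by -0.50 (SE 0.101, adjusted p = 0.034) and Lsp1 by -0.33 (SE 0.0599, adjusted p = 0.017). Inflammatory genes passed as a list with this block, with no member called (median -0.15, adjusted p = 0.031, or adjusted p = 0.42 with an estimated correlation), while cell cycle genes did not pass (-0.064, adjusted p = 0.061). With the share of reads outside exons added, 15 genes were called, all higher and none of these 4. Neither the inflammatory list (-0.068, adjusted p = 0.23) nor the interferon-stimulated list (0.022, adjusted p = 0.69) then passed. With that share and no block the latter kept its call (-0.15, adjusted p = 6.2e-05). By the limit given for that share, these losses do not show a technical cause.

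In WT cells DMSO replicate 2 deviated with GSK343 replicate 3 and DMSO replicate 3 with GSK343 replicate 2, and Ddx3y matched in the same way. With these crossed pairs as a block, and the mutant pairs left unblocked, GSK343 gave 907 higher and 681 lower genes in WT cells. With the mutant pairs added to the block the interaction gave 335 higher and 291 lower. Of 79 interferon-stimulated genes 4 were then lower, also 4 over the list alone (median -0.15, adjusted p = 7.0e-06, or adjusted p = 0.43 with an estimated correlation): Ifi27l2a (-0.61, SE 0.104, adjusted p = 2.0e-04), Gbp3 (-0.43), Daxx (-0.33) and Samd9l (-0.20). Of 24 inflammatory genes 2 were lower, Ccl4 (-0.96, SE 0.281, adjusted p = 0.038) and Ltb (-0.36), and 4 over the list alone (median -0.12, adjusted p = 0.045, or adjusted p = 0.33 with an estimated correlation). Antigen presentation had 7 lower, the other lists 4 or fewer. These 6 genes were named after their values were seen. With the share of reads outside exons added as well, which leaves 3 residual degrees of freedom, 2 genes were called, none of the 6, and neither list passed (0.13, adjusted p = 0.33, and -0.042, adjusted p = 0.99). The crossing was read from the same data.

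Genes higher in splenocytes with GSK343 were then followed in B cells. Splenocytes gave no gene without the block, so the 163 genes called higher with the replicate block were taken instead, a choice made after the data were seen, and 129 of them were tested in B cells. Their median log2 change was 0.50 in WT B cells and 0.44 in mutant B cells, and 38 were called higher in WT and 15 in mutant cells. The median difference of effects, mutant minus WT, was -0.014, which did not pass against other genes (camera p = 0.53, or p = 0.82 with an estimated correlation). At the preset correlation it passed without WT DMSO replicate 3 (p = 0.039) and without WT GSK343 replicate 1 (p = 0.0040).

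The genotypes were also compared within each treatment. Il5ra was higher in mutant than WT B cells with DMSO by 3.08 (SE 0.266, adjusted p = 3.4e-05), from 9.56 ± 0.675 to 80.9 ± 24.8 CPM. Ksr1, a scaffold of MAP kinase signalling, and Rapgef5 were higher by 2.18 (SE 0.267, adjusted p = 1.4e-04) and 1.58 (SE 0.0946, adjusted p = 1.6e-08), and Cdk5rap1, Ipcef1, Pigr, Clec2g and Rnpep by 1.65, 1.54, 1.42, 1.41 and 1.41. Ctse, which encodes the protease cathepsin E, was lower in the mutant with -4.22 (SE 0.144, adjusted p = 2.5e-10), and Gdpd3 with -4.69 (SE 0.353, adjusted p = 1.3e-05). Wls, needed for secretion of Wnt proteins, changed by -2.68 (SE 0.126, adjusted p = 2.9e-09), and Dnal1, Fnbp1l, Caprin2 and Wnt16 by -2.22, -2.02, -1.77 and -1.64.

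Of the lists, cell cycle genes were higher in the untreated mutant, 5 of 44 singly and 13 over the list alone (median 0.17, adjusted p = 1.7e-04, or adjusted p = 0.90 with an estimated correlation), for example Mcm6 by 0.56 (SE 0.0605, adjusted p = 1.6e-05) and Ccne1 by 0.43. Of 79 interferon-stimulated genes 3 were higher and 2 lower, with 7 over the list alone (median 0.095, adjusted p = 0.28, or adjusted p = 0.90 with an estimated correlation). Oas1b and Gbp3 were higher by 0.53 and 0.82, and Herc6 and Ms4a4b lower with -0.47 and -1.23. Of 24 inflammatory genes none was higher and 2 were lower (median -0.12, adjusted p = 0.34, or adjusted p = 0.90 with an estimated correlation), with 2 over the list alone: Il12a, a subunit gene of interleukin 12, with -1.58 (SE 0.170, adjusted p = 1.7e-05), and Il18 with -0.98 (SE 0.252, adjusted p = 0.034).

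With GSK343 in both genotypes, 249 of the genes that differed by at least 1 on the log2 scale did so in the same direction as with DMSO, against 7.31 expected from independent lists. Il5ra, Ksr1 and Rapgef5 were higher in the mutant by 3.20, 2.54 and 1.98, and Ctse, Gdpd3 and Wls lower with -4.69, -4.61 and -2.42. Cxcr4, a chemokine receptor gene, was lower with -1.68 (SE 0.0849, adjusted p = 1.9e-09), from 411 ± 56.7 to 128 ± 4.46 CPM, and Asns, the asparagine synthetase gene, with -3.04 (SE 0.201, adjusted p = 5.1e-08). The dendritic cell genes Xcr1 and Itgax were lower with -2.69 and -3.57 (list median -0.10, adjusted p = 0.042). Inflammatory genes were lower as a list with 2 of 24 called, Il12a (-1.52) and Ltb (-0.53), and 3 over the list alone (median -0.17, adjusted p = 0.019, or adjusted p = 0.58 with an estimated correlation). Interferon-stimulated genes had 1 of 79 lower and none higher, with 0 over the list alone (median -0.053, adjusted p = 0.32, or adjusted p = 0.84 with an estimated correlation). Antigen presentation genes had no single call (list median -0.18, adjusted p = 0.0059), cell cycle genes had 2 higher (0.13, adjusted p = 0.028), and nucleic acid sensing genes had 2 lower (-0.079, adjusted p = 0.037). Those 2 were the mutated Ifih1 and Ddx58, which that list holds together with Cgas, so its call is in part fixed by the genotype. The stress response list, which holds Asns, had 1 lower (-0.056, adjusted p = 0.0495). Adjusted over the list alone 3 nucleic acid sensing, 3 cell cycle, 2 dendritic cell and 1 stress response genes passed. With an estimated correlation none of these lists passed, with an adjusted p from 0.58 to 0.84.

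The test called 391 genes higher and 374 lower in mutant than WT B cells with DMSO, of which 363 differed by at least 1 on the log2 scale. With GSK343 it called 322 higher and 247 lower, 326 of them by at least 1. Deviations of same-numbered WT and mutant libraries correlated at 0.24, 0.01 and -0.09 with DMSO and 0.13, 0.36 and 0.24 with GSK343. The replicate block, given below, raised both counts. The DMSO count was 460 or 438 without WT replicate 2 or 3, and 495, 456 or 1235 without mutant replicate 1, 2 or 3. The GSK343 count was 357 without WT replicate 3, and 362, 346 or 1796 without mutant replicate 1, 2 or 3.

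In WT splenocytes, a mixture of B cells with T cells, myeloid cells and others, no gene was called without the replicate block. Ifih1, Ddx58 and Cgas had log2 changes of 0.044, -0.015 and 0.019, and none passed with or without the block. Same-numbered libraries deviated together here too, which makes the paired fit applicable. With the block Fcer2a, which encodes the low-affinity IgE receptor CD23 of B cells, fell by 0.52 (SE 0.0488, adjusted p = 1.0e-05), from 329 ± 51.5 to 229 ± 22.4 CPM. March1, Stac2, Angptl1 and Gpr155 fell with log2 changes of -0.43, -0.44, -0.38 and -0.35. Tgfbi, a matrix protein gene of monocytes, rose by 0.53 (SE 0.0669, adjusted p = 2.5e-04), Ppm1h rose by 0.42 (SE 0.0541, adjusted p = 2.7e-04), and Ms4a6d, Ly6i, Cd300lf and Tnfrsf4 rose by 0.59, 0.58, 0.44 and 0.43.

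B cell identity genes were lower in GSK343-treated splenocytes, and genes of T cells and macrophages higher. Without the block none of 23 B cell identity genes was called singly, also over the list alone (median -0.21, adjusted p = 2.8e-18, or adjusted p = 0.11 with an estimated correlation). With it 14 fell and 0 rose, 17 over the list alone (adjusted p = 0.24 with an estimated correlation), among them Pax5, the master regulator of the B lineage, with -0.27 (SE 0.0446, adjusted p = 0.0028), Cr2 (-0.40) and Ralgps2 (-0.33). T cell genes stood higher (median 0.20, adjusted p = 2.8e-11, or adjusted p = 0.13 with an estimated correlation), and with the block 5 of 25 rose, 19 over the list alone, such as Bcl11b (0.32) and Cd3d (0.33). Macrophage and monocyte genes stood higher too (median 0.28, adjusted p = 4.8e-06, or adjusted p = 0.11 with an estimated correlation), and with the block 6 of 25 rose, 10 over the list alone, such as the mannose receptor gene Mrc1 by 0.59 (SE 0.0823, adjusted p = 5.4e-04) and Csf1r by 0.29. Platelet genes (median 0.29, adjusted p = 0.013, or adjusted p = 0.14 with an estimated correlation) and Polycomb target genes (median 0.22, adjusted p = 0.025, or adjusted p = 0.35 with an estimated correlation) were higher as lists, with 2 and 1 called with the block. The lists of neutrophils, NK cells, dendritic cells and plasma cells passed with the block alone (adjusted p = 0.0017, 0.028, 0.0088 and 0.023), and with an estimated correlation each lost its call (adjusted p = 0.24, 0.43, 0.25 and 0.43).

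Inflammatory genes stood higher in GSK343-treated splenocytes (median 0.32, adjusted p = 7.2e-06, or adjusted p = 0.11 with an estimated correlation). None of 38 passed singly without the block, also over the list alone, and with it 3 rose and 6 passed over the list alone. These were Ccl22, a chemokine gene of dendritic cells, with 0.50 (SE 0.0671, adjusted p = 8.8e-04), Il1b with 0.90 (SE 0.154, adjusted p = 0.0038) and Ccl7 with 1.54 (SE 0.294, adjusted p = 0.0084). Macrophage and monocyte genes had the median of 0.28 given above in the same libraries. The inflammatory list's median was 0.14 without GSK343 replicate 1, and it was still called. Interferon-stimulated genes had a median near 0 (median 0.026, adjusted p = 0.034, or adjusted p = 0.64 with an estimated correlation), with none of 86 called, also over the list alone. That call was absent with the block (adjusted p = 0.15), where 1 member rose, Ms4a4b, and 2 fell, Ifi209 and Ifi203, and 3 passed over the list alone. It was also absent without DMSO replicate 1 (median -0.0463), DMSO replicate 2 (0.0022) and GSK343 replicate 2 (0.0049), and the median was 0.20 without DMSO replicate 3 and 0.072 without GSK343 replicate 1.

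Activation and stress lists were higher in splenocytes as well. Activation genes stood higher (median 0.16, adjusted p = 5.6e-04, or adjusted p = 0.11 with an estimated correlation), with 10 called higher and 1 lower with the block, such as Cish (0.68), Cd80 (0.51) and Icosl (-0.37), and 17 over the list alone. NF-kB genes (median 0.063, adjusted p = 0.013, or adjusted p = 0.37 with an estimated correlation) had 4 higher with the block and 7 over the list alone. Immediate early genes (median 0.11, adjusted p = 0.0039, or adjusted p = 0.11 with an estimated correlation), cholesterol genes (median 0.092, adjusted p = 0.026, or adjusted p = 0.60 with an estimated correlation) and stress response genes (median 0.10, adjusted p = 0.026, or adjusted p = 0.60 with an estimated correlation) had smaller medians. Cell cycle genes did not stand apart (median 0.024, adjusted p = 0.46, or adjusted p = 0.88 with an estimated correlation). Across 16444 genes edgeR's quasi-likelihood test called 0 without the block, with 316 at an unadjusted p under 0.05, and DESeq2 called 0 with 224 unadjusted. With the block it called 163 higher and 154 lower.

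The drug's effect was then compared between populations, as its effect in WT B cells minus that in splenocytes. Ifih1, Ddx58 and Cgas had differences of 0.35, -0.17 and 0.19, and none passed. Cell cycle genes responded more in B cells (median 0.35, adjusted p = 4.0e-08), as did dendritic cell (0.46, adjusted p = 0.0031) and inflammatory genes (0.33, adjusted p = 0.0017). Stress response (0.19, adjusted p = 0.0033), cholesterol (0.17, adjusted p = 0.0014) and activation genes (0.16, adjusted p = 0.038) were also higher. B cell identity (0.16, adjusted p = 0.011), NF-kB (0.13, adjusted p = 0.011) and immediate early genes (0.16, adjusted p = 0.011) moved the same way, and interferon-stimulated genes did not pass (-0.012, adjusted p = 0.71). None of these lists passed with an estimated correlation, with an adjusted p from 0.19 to 0.49 for those with a call. No member was called over all genes, and over the list alone 1 dendritic cell, 1 NF-kB and 1 interferon-stimulated gene passed. Of 17068 genes the test called 2, both lower and both named after their values were seen. A130071D04Rik differed by -0.73 (SE 0.0848, adjusted p = 0.018), with 167 CPM in DMSO and 97.3 CPM in GSK343-treated B cells against 195 and 188 CPM in splenocytes, and Gm45222 differed by -0.79 (SE 0.106, adjusted p = 0.040). At an unadjusted p under 0.05 there were 1639, and DESeq2 called 9 higher and 39 lower. With the splenocyte pairs alone as a block, a fit added after the data were seen, 271 were higher and 422 lower, among them 13 of 44 cell cycle genes, all higher, such as Foxm1 by 0.57 (SE 0.110, adjusted p = 0.0065). Antigen presentation genes passed as a list only with this block (0.11, adjusted p = 0.018, or adjusted p = 0.66 with an estimated correlation). Without the block the count was 0 without splenocyte replicate 1 or 2, or WT B replicate 1 or 3, of either treatment. It was 1 without WT B DMSO replicate 2, 9 without splenocyte DMSO replicate 3 and 14 without splenocyte GSK343 replicate 3.

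Repeat RNA was compared by subfamily, with library sizes from the gene table, so that a change is relative to genes. In WT B cells most repeats were lower with GSK343: 751 of 1079 subfamilies were called lower and 1 higher, and the median over all was -0.50. LINE-1 elements had 112 of 132 subfamilies lower, ERVK retroviruses 195 of 275, ERV1 elements 57 of 128, and 88 ERVL-MaLR subfamilies were lower. RLTR17C_Mm changed by -0.86 (SE 0.213, adjusted p = 0.012), ETnERV2-int by -0.71 (SE 0.177, adjusted p = 0.012), L1Md_Gf by -0.61 (SE 0.178, adjusted p = 0.012) and MMERVK10C-int by -0.56 (SE 0.178, adjusted p = 0.012), and FordPrefect, a DNA transposon, was the one called higher, by 0.40 (SE 0.166, adjusted p = 0.032). With the share of reads outside exons as a covariate 12 subfamilies were called, the median was -0.010 and RLTR17C_Mm stood at 0.063. Of 56 repeats fixed in advance 29 were lower, and 27 over the list alone. Scaled within the repeat table, which removes that median shift, 16 subfamilies were higher and 8 lower, among them RLTR41C at 0.82, LTR45 at 0.77, SRV_MM-int at 0.59 and MT2_Mm at 0.17, with L1_Mur3 at -0.11. Of the 29, 7 then still had a change below 0, 1 of them called, and the median of the 56 was 0.13. DESeq2 with its own size factors called 38 higher and 16 lower. The count of 752 was 1 or 278 without DMSO replicate 1 or 3, and 0 or 1 without GSK343 replicate 1 or 3.

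**Figure D5:**
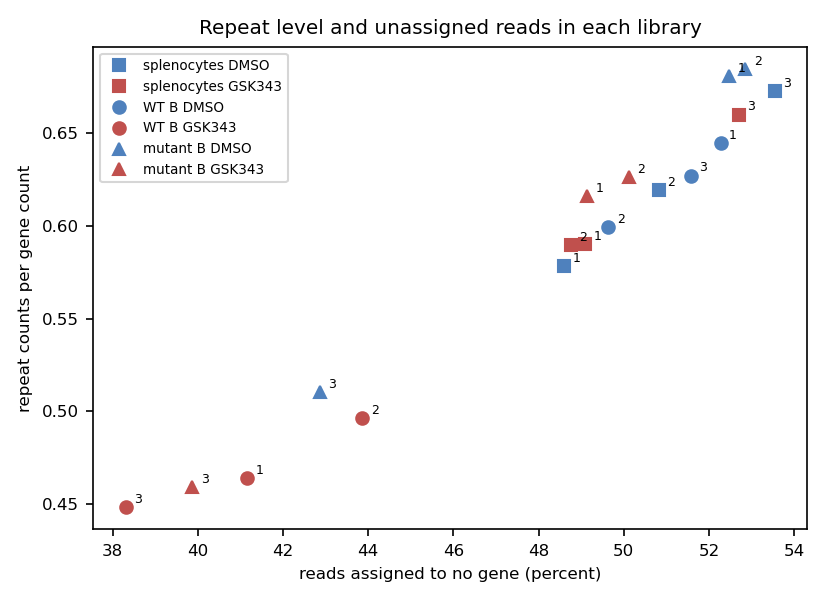
Repeat counts per gene count (vertical axis) against the percentage of reads outside annotated exons (horizontal axis) for each of the 18 libraries, coloured by group, with the replicate number beside each point. The GSK343-treated WT B libraries, at 0.469 ± 0.0244 repeat counts per gene count, and both mutant replicate 3 libraries lie at the low end of both axes.

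In mutant B cells edgeR called 0 of 1079 subfamilies with GSK343, with 22 at an unadjusted p under 0.05 and 0 by DESeq2, and the median was -0.16. Paired by replicate number, the block called 74, all lower. The interaction of treatment and genotype had 0 calls, with 38 unadjusted and 0 by DESeq2, and a median difference of 0.32. With the mutant pairs alone as a block 622 subfamilies were higher and 6 lower in the mutant's response, at the same median. With the share of reads outside exons added to that fit 0 were called, with 78 unadjusted and a median of 0.016, and with that share and no block 0, with 75 unadjusted and a median of -0.014. With crossed WT pairs beside the mutant pairs 742 were higher and 8 lower, and with the share added 1 lower, at a median of 0.024. Between untreated genotypes 9 subfamilies were higher in the mutant and 1 lower. RLTR4_MM-int, an endogenous murine leukaemia virus sequence, was higher by 1.65 (SE 0.186, adjusted p = 4.4e-10), from 2498 ± 883 to 7849 ± 242 CPM, and its relatives RLTR4_Mm and MuLV-int by 1.19 and 1.10. LTRIS_Mm, ETnERV2-int and RLTR6_Mm were higher by 1.41, 0.80 and 0.63. GSAT_MM, the major satellite of mouse centromeres, was lower with -1.70 (SE 0.171, adjusted p = 1.2e-11). Scaled within that table, 71 were higher and 23 lower, and DESeq2 called 76 and 26. The count of 10 was 5 without WT DMSO replicate 2 or mutant DMSO replicate 1 or 2, and 27 without mutant DMSO replicate 3.

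In splenocytes edgeR called 0 of 1077 subfamilies with GSK343, with 13 at an unadjusted p under 0.05 and 0 by DESeq2, and with the block 4, all lower. L1Md_T, a young LINE-1 subfamily, had a change of 0.42 (SE 0.0942, adjusted p = 0.39). Leaving out DMSO replicate 3 or GSK343 replicate 1 or 3 gave 1 call each. As the effect in WT B cells minus that in splenocytes, 784 of 1080 subfamilies were lower and none higher, with a median of -0.47, and MER94B and MamRep4096 had the values -0.96 and -0.96. Scaled within that table, 28 were higher and 5 lower, and DESeq2 called 21 and 17. In the further table of the WT B cell libraries, scaled within itself, 132 of 1344 features were higher with GSK343 and 76 lower, and simple repeats had 49 higher and 2 lower of 240. With library totals in place of TMM 68 were higher and 354 lower, and with the gene table's sizes 9 and 1052, which shifted the median of all features from 0.01 to -0.12 and -0.50. That count of 208 was 119 or 123 without DMSO replicate 1 or 3, and 138 without GSK343 replicate 1.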

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

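The tests below of the lower repeat counts and of the lower B cell genes in splenocytes, and the fits with the pairs of one population or crossed WT pairs as a block, were chosen after the results were seen.

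Several gene lists responded differently to GSK343 in the 2 B cell genotypes, by a test of the difference itself. All were lower in the mutant, with median log2 differences of -0.15 for interferon-stimulated, -0.175 for antigen presentation, -0.17 for immediate early and dissociation, -0.14 for B cell activation and -0.14 for cholesterol genes. The medians were -0.13 for B cell identity, -0.11 for stress response, -0.10 for NF-kB, -0.0949 for nucleic acid sensing and -0.0676 for cell cycle genes. None of these calls held with an estimated correlation. The test fixed in advance called no single gene, against 53 with no filter and 4 without the mutant pair 3. With the share of reads outside exons as a covariate 2 were called, and the interferon-stimulated list kept its median and call. With the mutant pairs alone as a block 51 genes were called and the inflammatory list passed, though not with an estimated correlation (adjusted p = 0.42). With that share added 15 were called and neither that list nor the interferon-stimulated list passed. With crossed WT pairs as well the counts were 626 without the share and 2 with it. Of 60 splits drawn from the 200 possible that reassign libraries within each genotype, 9 gave a median at least as far from 0 for interferon-stimulated genes (real -0.15, highest other 0.31), 33 for inflammatory genes (real -0.15, highest other 1.06) and all 60 at least the real count of 0 genes (highest other 519, with the WT libraries parted by treatment). Such splits carry the drug's own effect into the difference, and a count of 0 is reached by any split, so they decide nothing about chance.

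Lists also responded differently in WT B cells and splenocytes. The difference was 0.46 for dendritic cell, 0.35 for cell cycle, 0.33 for inflammatory, 0.19 for stress response and 0.17 for cholesterol genes, each higher in B cells. It was 0.165 for B cell identity, 0.16 for activation, 0.16 for immediate early and 0.13 for NF-kB genes. None of these calls held with an estimated correlation (adjusted p from 0.19 to 0.49). For single genes 2 were called, A130071D04Rik and Gm45222, and 693 with the splenocyte pairs alone as a block. Of 60 drawn splits 5 gave at least 2 genes, with a highest other count of 2544, and all 5 parted the WT B libraries by treatment, so the drug's effect there enters the count and it decides nothing about chance.

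Repeat subfamilies fell in WT B cells relative to splenocytes, 784 in all; 4 of 60 drawn splits gave as many, with a highest other count of 873, all with the WT B libraries parted by treatment, which decides nothing about chance. The fall in WT B cells itself was -0.42 in log2 repeat counts per gene count, beside -10.0 percentage points in the share of reads outside exons. A candidate technical explanation is fewer reads outside annotated exons, such as unspliced or genomic sequence: the slope within groups, 0.0389 log2 per percentage point, predicted -0.39, which is 92.2% of the fall, and adding the share as a covariate left a median of -0.01 of -0.50. Mutant DMSO replicate 3, which had no drug, was lower by a similar amount (-0.40 and -9.79 points), and the predicted fall was -0.39 without the WT B libraries and -0.28 when the mutant replicate 3 pair was left out too. Reads in repeats are themselves part of the share outside exons, so part of this relation is built in. A drug effect on repeats that needs the sensors could not be decided: the median interaction was 0.32, with no subfamily called by the test fixed in advance, 520 without the mutant pair 3, 628 with the mutant pairs as a block and 750 with crossed WT pairs too, but the median was -0.014 with the share as a covariate and 0.016 with the share and the mutant pairs, with 0 called in each, and 0.024 with crossed WT pairs too, with 1 called, and treatment and share moved together in WT B cells. All 60 drawn splits reached the real 0 calls, as any split must, and the highest other was 637.

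In splenocytes B cell identity genes were lower and genes of other cell types higher with GSK343. A lower share of B cells would raise genes of all other types alike, and may account for part of this: the median changes of the T cell, NK cell, macrophage, neutrophil and erythroid lists lay within 0.0874 of each other with the block, although their means over the 3 pairs ran from 0.17 to 0.33, with SDs up to 0.32. Dendritic cell genes rose less, with a mean of 0.048 ± 0.0828 over the pairs against 0.28 ± 0.0203 for macrophage genes, and their 6 members under 1 CPM in WT B cells had -0.26 ± 0.28, so a lower share was not shown to account for all of it. Lower expression within B cells may account for it as well, since of the 14 identity genes called lower with the block, 12 were lower in WT and all 14 in mutant purified B cells, that is at least 85.7%. Their medians were -0.24 in splenocytes, -0.19 in WT and -0.28 in mutant B cells. Both explanations stay open, and the samples hold no cell counts that would separate them.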

How the results depend on the processing

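The fits with the share of reads outside exons as a covariate, those that leave out pairs of libraries and those with the pairs of one population alone or crossed WT pairs as a block were added after the results were seen; the others were planned. Where no cause is given below, the cause was not tested. Counts are called genes unless stated, and list values are median log2 changes.

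With an estimated correlation the medians stay as they are and these list calls ended (adjusted p in brackets). Interferon-stimulated genes had 0.0257 (0.64) in splenocytes, -0.15 (0.25) in mutant cells and -0.15 (0.65) in the interaction. Inflammatory genes had 0.32 (0.11) in splenocytes, 0.51 (0.13) in WT and 0.31 (0.14) in mutant cells. With no filter the counts were 792 for the drug in mutant cells, 53 for the genotype interaction, 1470 and 1548 for mutant against WT with DMSO and GSK343, and 13 between populations. With no filter interferon-stimulated genes in splenocytes had 0.0239 (adjusted p = 0.13) and inflammatory genes in the interaction -0.20 (adjusted p = 0.0084). A minimum change of 1 left 186 in WT, 21 in mutant cells, 363 and 326 between genotypes, and 0 between populations, by construction. All 18 libraries in one fit gave 550 in WT, 9 in mutant cells and 0 between populations, and only the 6 libraries compared gave 3524 and 27. DESeq2 gave 561 in mutant cells, 48 between populations, and 54, 102 and 38 repeats in WT cells, between DMSO genotypes and between populations. Without TMM factors 8 genes differed between populations. TMM within the repeat table gave 24, 94 and 33 repeats for those 3 comparisons. The further repeat table gave 422 with library totals and 1061 with gene library sizes.

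The replicate block gave 317 in splenocytes and 1928 in mutant cells, where the numbers pair libraries, with interferon-stimulated genes in splenocytes at 0.0434 (adjusted p = 0.15), and 4 and 74 repeats. In WT cells the numbers paired only replicate 1 (correlations 0.71, -0.01 and 0.10), whereas replicates 2 and 3 crossed between treatments had 0.50 and 0.46. There the block gave 4933, and it gave 115 for the genotype interaction, 1241 and 1116 between genotypes and 920 between populations. It gave -0.13 (adjusted p = 0.030) for inflammatory genes and 568 repeats in the interaction. The mutant pairs alone as a block gave 51 genes, 628 repeats and -0.15 for inflammatory genes (adjusted p = 0.031) in the interaction, and with the covariate as well 15 genes, 0 repeats and 0.022 for interferon-stimulated genes, a reversal (adjusted p = 0.69). Crossed WT pairs gave 1588 genes and 666 repeats in WT cells, where Ezh2 (adjusted p = 0.053) and Ccl5 (adjusted p = 0.055) lost their calls; with the mutant pairs they gave 626 genes, 750 repeats and -0.12 for inflammatory genes (adjusted p = 0.045) in the interaction, and with the covariate too 2 genes, 1 repeat and 0.13 for interferon-stimulated genes, a reversal (adjusted p = 0.33). The splenocyte pairs alone as a block gave 693 genes between populations. Only the 6 mutant libraries with the block gave 3267. Blocked fits without pair 1, 2 or 3 gave 53, 198 and 804 in splenocytes and 884, 1150 and 654 in mutant cells, and interferon-stimulated genes in splenocytes reversed to -0.0022 and -0.0074 without pairs 1 and 2. Without both replicate 3 libraries splenocytes gave 129. Without the mutant pair 3 the interaction gave 4 genes, 520 repeats and -0.24 for inflammatory genes (adjusted p = 0.030), the genotypes differed by 2302 and 3613 genes and 127 repeats, and the drug changed 1 repeat in the mutant. The covariate gave 1800 in WT cells, where 17 of 64 named genes lost their call and Ifih1 gained one. It gave 1284 in mutant cells, 2 in the interaction, 12 and 21 repeats in WT and mutant cells, and turned RLTR17C_Mm and RLTR1F_Mm to 0.063 and 0.0014.

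Leaving out 1 library at a time gave 0 genes in splenocytes, 530 to 1608 in WT and 112 to 285 in mutant cells, 0 for the interaction, 438 to 1235 and 346 to 1796 between genotypes, and 0 to 14 between populations. Repeat counts were 0 to 1 in splenocytes, 0 to 727 in WT and 0 in mutant cells, 0 for the interaction, 5 to 27 between DMSO genotypes, 630 to 808 between populations and 119 to 291 in the further table. Interferon-stimulated medians were -0.0463 to 0.20 in splenocytes, -0.0411 to 0.0819 in WT, -0.20 to -0.0676 in mutant cells and -0.21 to -0.0918 in the interaction. Inflammatory medians were 0.14 to 0.38, 0.43 to 0.64, 0.18 to 0.59 and -0.23 to -0.0264 in the same order, and the median of the set higher in splenocytes, WT minus mutant, differed by -0.0492 to 0.15 (0.0562 with all libraries). Of 4138 values of single named genes under alternatives, 3627 stayed on the same side of the threshold, 181 became calls and 330 were lost; of 282 for named repeats 201 stayed, 79 were lost and 2 reversed. Of 60 named genes called in WT cells 40 were called in all leave-one-out fits and 20 under all other alternatives, of 38 in mutant cells 19 and 3, and of 10 named repeats in WT cells 0 and 1. Depth limits genes near 1 CPM, such as Cgas.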

Other observations

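The Ahr target list, the sex transcripts and the tests on them were chosen after the results were seen, whereas the tests of where the genotype differences lie were chosen before.

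Genes of the aryl hydrocarbon receptor (Ahr) pathway rose with GSK343. A list of Ahr target genes, written from textbook knowledge after the B cell results were seen, so that a test there would say nothing, had a median log2 change of 0.96 over 4 measured members in WT B cells, with 3 called higher and none lower, though Cyp1a1 lost its call with the share of reads outside exons as a covariate (0.46). In mutant B cells the median was 1.33, with 2 called and 4 adjusted over the list alone. Tiparp, which encodes an enzyme that restrains Ahr, rose from 142 ± 3.33 to 235 ± 10.9 CPM in WT cells, and Ahrr, the Ahr repressor gene, in both genotypes. In splenocytes, which were not used to choose the list, its median was 0.64 over 5 members, with camera p = 2.1e-05, or p = 0.0122 with an estimated correlation (with the block p = 0.11 with an estimated correlation). A rise of Ahr activity with the compound may therefore be a response in all 3 populations, as a hypothesis; whether it follows from EZH2 inhibition or from the compound's structure was not tested.

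Of lists not described so far, autophagy and lysosome genes were higher in WT B cells, 5 of 36 called and 1 lower (median log2 change 0.12, camera adjusted p = 0.027, or adjusted p = 0.53 with an estimated correlation), and in mutant B cells with 1 called (median log2 change 0.11, camera adjusted p = 0.0016, or adjusted p = 0.35 with an estimated correlation). Genes of Polycomb repressive complex 2 and its partners, the drug's own complex, had 3 of 16 higher and 1 lower in WT B cells, with 7 adjusted over the list alone (camera adjusted p = 0.22), and complex 1 genes had 2 of 20 higher (camera adjusted p = 0.057). The p53 and apoptosis list had 2 higher and 1 lower in WT B cells (camera adjusted p = 0.078), the plasma cell list 4 higher (0.22) and the nucleic acid sensing list 1 higher and 1 lower (0.33). NK cell (0.88), erythroid (0.88), platelet (0.62) and sex-linked genes (0.88) had no call in WT B cells. Stromal genes were lower in the mutant (median log2 change -0.31, camera adjusted p = 0.0094, or adjusted p = 0.090 with an estimated correlation). In splenocytes the adjusted p was 0.062 for neutrophil, 0.058 for NK cell and 0.053 for erythroid genes.

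The larger genotype differences often lay beside each other in the genome. Among genes that differed by at least 1 on the log2 scale with DMSO, 88 neighbouring pairs of tested genes away from the 3 targeted loci were both called, against a mean of 8.0 and a highest value of 19 in 10000 shuffles of positions (one-sided permutation p = 1e-04, the smallest these can give). Without immunoglobulin segments, which made up 68 of the 80 large differences on chromosome 12, there were 50 pairs, against a mean of 5.33 and a highest of 17. Linkage to the targeted loci is argued against: the 50 tested genes on each side of Ifih1, Ddx58 and Cgas held 5, or 1.38%, of the 363 large differences (Fisher's exact two-sided p = 0.69). Stretches of another genetic background elsewhere may account for part of the differences, and an effect of the missing sensors stays open, untested.

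Sex-linked transcripts split libraries within groups. Xist, expressed from an inactive X chromosome, was 0.891 (DMSO) and 0.882 CPM (GSK343) in splenocyte replicate 3 libraries, against 3292 to 3596 CPM in the other 4. The Y-linked Ddx3y was 156 and 159 CPM in replicate 3. In WT B cells replicate 1 had 57.4 and 46.4 CPM of Xist and 148 and 133 CPM of Ddx3y. Ddx3y was 13.8 CPM in WT DMSO replicate 2 and 14.9 in GSK343 replicate 3, and 6.69 in DMSO replicate 3 and 5.28 in GSK343 replicate 2. Mutant replicates 1 and 3 had 94 to 180 CPM of Xist and 127 to 146 CPM of Ddx3y.

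Other splits of the same libraries were counted for each comparison. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In splenocytes the real split gave 0 genes and the highest other 0, and 0 and 338 repeats, the latter when DMSO replicates 2 and 3 and GSK343 replicate 3 stood against the rest, which points to a structure of the libraries. List medians there were 0.0257 with a highest other of 0.20 for interferon-stimulated and 0.32 with 0.21 for inflammatory genes. In WT B cells the counts were 1761 genes with a highest other of 0, 752 repeats with 0 and 208 features of the further table with 0, and the medians -0.00093 with 0.12 and 0.51 with -0.24. In mutant B cells they were 278 genes with 0, and 0 repeats with 765 when both replicate 3 libraries stood on one side, and the medians were -0.15 with -0.16 and 0.31 with -0.41. Between genotypes they were 765 genes with 0 and 10 repeats with 0 for DMSO, and 569 genes with 0 for GSK343. With the replicate block, the 4 ways to swap treatments within pairs gave 317 genes for the real one and at most 9 for the others in splenocytes, and 1928 and 0 in mutant B cells.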
